A study of Mus musculus with 10 samples.

How the data were processed

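Chromatin accessibility was measured with ATAC-seq, in which a transposase cuts open DNA and inserts sequencing adapters into it. Per the labels, 10 mouse libraries were made, 2 at each of 5 stages, and all carry one batch name. The stages are fibroblasts before induction (MEF), cells at day 3, day 6 and day 9 of reprogramming with doxycycline and ascorbic acid, and the embryonic stem cell line V6.5 (ESC). The fibroblasts carried an inducible cassette of the reprogramming factors Oct4, Klf4, Sox2 and Myc in the Col1a1 locus and the doxycycline-dependent activator in the Rosa26 locus. Per the labels, cells at day 6 and day 9 were sorted for the surface marker SSEA1, and the MEF, day 3 and ESC cells were not. Sorting therefore coincides with day 6 and day 9, and the absence of the cassette coincides with ESC.

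The authors deposited one peak list per library, each a table of 10 columns without a header. Aligner, peak caller, genome build, handling of duplicate reads and transposase offset, and filters are not stated in the labels or the files. The names of the peaks and the columns have the layout of narrowPeak files. The score in the authors' lists is 10 times the deposited −log10 p-value rounded down, in 99.99% of the peaks of DAY6 replicate 2 and in all peaks of the other libraries. The fold enrichment, a linear ratio of the summit to its local background, and the −log10 p- and q-values are the authors' own, as deposited. No deposited −log10 p-value was under 5. The numbers in the peak names run along the genome with gaps: between 58.2% (DAY6 replicate 2) and 75.9% (DAY9 replicate 1) of the numbers up to the highest remained, so peaks had been removed after calling by a rule that is not stated. Peaks were listed per library and not for pooled replicates. The score and fold were used to rank, filter or describe peaks within a list, and for recovering pileups as described next. Folds were also compared between lists, for the strongest peaks, at named regions and inside the genes of the cassette. So were counts of peaks with a score at or above the pooled median. Depth differed between libraries, so these comparisons between lists are descriptive.

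Sequencing depth is not stated. Where the −log10 p-value was at most 300, the fold and the −log10 p-value of a peak were both computed from a whole summit pileup n and an expected pileup, with fold = (n + 1) / (expected + 1) and p the Poisson probability of a pileup above n. A whole n reproduced both deposited values in at least 99.997% of such peaks in every library, with a tolerance of 0.01 in −log10 p. The commonest expected pileup in a list is its background pileup and served as a measure of relative depth. The recovered pileups, at regions with 1 peak in each library, gave the difference between libraries relative to counting noise: the mean of (x − cy)² / (c(x + y)), where c is the median ratio of x to y. This noise ratio is 1 for counts that differ by chance alone. On counts simulated at the 34978 DAY3 heights of 40 or more it was 1.02 for a library split in 2 and 2.00 when each fragment was counted 2 times. For separately made libraries with a coefficient of variation of 0.15 it was 2.58, 3.89 and 6.59 in the 3 bins of height.

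The union of the 10 lists was merged into an atlas of 208851 regions. A library had a region if at least 1 bp of a peak overlapped it. The regions of a stage are those with a peak in both of its libraries. A region was gained at a stage if both libraries of that stage and neither library of the other had a peak, and lost in the opposite case. Similarity of lists was the Jaccard index, the shared base pairs divided by the base pairs in either list. On simulated lists made from the 45766 peaks of DAY3 replicate 1, with 5% of the peaks dropped at random from each library, 180 of 200 regions removed from the MEF lists were called gained in ESC, and 178 of 200 removed from the ESC lists were called lost. The random drops had removed the others from at least 1 list of the stage that kept them, and they gave 103 and 100 other calls.

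Because the DAY3 libraries, and likewise the DAY9 libraries, differed by little more than counting noise (values in the report), each of these pairs was averaged and counted as 1 sample, which left 8 samples. The design fixed before the data were examined had counted 10, and that count is an alternative. Peak number and gene-end share were tested with an exact permutation test of the share of the total sum of squares that lies between stages, over the 420 ways of parting 8 samples into groups of the same sizes. Similarity was tested with a one-sided exact permutation test over the same 420 arrangements. Trends were tested with a two-sided exact Jonckheere-Terpstra permutation test over the 180 assignments of 6 samples to the ordered stages, and the smallest p-value it can give is 0.0111. With 2 libraries against 2, the smallest two-sided p-value is 0.333, so gained and lost regions have no p-value and are given beside the same counts for the other splits of the 4 libraries. In 500 draws with no difference, the between-stage test gave p-values of 0.05 or less in 4.4% and the trend test in 5.8%.

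No genome sequence was used here, so the planned search for transcription factor motifs was not run. A gene table of the assembly GRCm38.p6 gave gene names and neighbours. Peaks overlapped an end of one of its 21887 protein-coding genes in 12.2% to 20.9% of cases per library, and in 1.38% to 2.04% after moving the ends by 2 kb or 10 kb either way, so the positions in the lists match this assembly. The table holds neither strand nor exons. The planned promoter share was therefore replaced by the gene-end share, the percent of peaks within 1 kb of either end of a protein-coding gene, and this measure was chosen after the data were seen. Marker genes were taken from lists fixed before the data were examined (15 pluripotency, 5 epithelial, 10 mesenchymal and 5 unchanging genes), and those named met the rule that all libraries of one stage and none of another had a peak within 1 kb of a gene end. All 35 matched the table. The genes of the cassette were named outside this rule: Pou5f1, Sox2 and Klf4 are on the lists and did not meet it, Myc is on none, and all 4 were examined together after the peaks of Pou5f1 in MEF had been seen. A list of 6 Y-linked genes was written after the numbers of peaks on the X and Y chromosomes had been seen and before those at the genes. Which of the 6 to examine further was chosen after their values had been seen, and Xist was added then. Genes at named regions follow from the position of the region. Named regions are the 2 of each set with the highest mean percentile of the authors' score in the libraries that define it.

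Alternatives were lists cut to an equal number of peaks (the 45497 with the highest scores in each library), with the regions of a stage defined anew from the cut lists or, for the trends, also kept from the full lists, the top 50% of each list by score, scores at or above the pooled median of 133, base pairs covered, autosomes only, 500 bp windows around peak centres, regions at least 50% covered, a gene-end window of 2.5 kb, 10 libraries as separate samples, the replicate number as a block, and each library left out in turn. Computation used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.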

Results

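Open chromatin was profiled by ATAC-seq along the reprogramming of mouse embryonic fibroblasts (MEF) to pluripotency, with 2 libraries at each of 5 stages. Fibroblasts that carried a doxycycline-inducible cassette of Oct4, Klf4, Sox2 and Myc were collected before induction and after 3, 6 and 9 days (DAY3, DAY6, DAY9), the last 2 time points after sorting for the early pluripotency marker SSEA1. The embryonic stem cell line V6.5 (ESC), kept on irradiated feeder cells without doxycycline, served as the pluripotent reference. These cells were not sorted, so a contribution of feeder cells to the ESC lists was not excluded. The data are the authors' peak lists, one for each library. The series title places the study in the work on KLF4 binding and enhancer networks, and the accessibility data address when regions open and close on the way to pluripotency.

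The MEF lists held 74444 and 64295 peaks, the DAY3 lists 45766 and 45497, the DAY6 lists 65145 and 58969, the DAY9 lists 77787 and 78308, and the ESC lists 86585 and 88980. Median peak width lay between 438 and 532 bp. Read totals are not part of the lists, so the background pileup recovered from fold and −log10 p served as relative depth. It was a pileup of 3.415 and 8.322 in MEF, 5.304 and 5.270 in DAY3, 3.453 and 2.327 in DAY6, 7.327 and 7.372 in DAY9, and 3.483 and 5.458 in ESC, in the order of replicate 1 and 2. Depth therefore differed most within MEF. The median fold of the 10000 strongest peaks was lowest in MEF replicate 2, at 8.19, and highest in ESC replicate 1, at 13.5.

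To find out whether the replicates were separate samples, the summit pileups of regions shared by the libraries of a stage were compared with counting noise. At pileups of 100 to 200 the noise ratio, which is 1 for chance differences alone, was 5.56 in MEF (4269 regions), 3.61 in DAY6 (4471 regions) and 8.11 in ESC (4886 regions). It was 1.33 in DAY3 (4326 regions) and 1.42 in DAY9 (8758 regions). The DAY3 ratio was 1.32 at lower and 1.38 at higher pileups, and the DAY9 ratio was 1.38 and 1.36. The 40 pairs of libraries from different stages gave ratios of 3.96 to 31.5. Counting alone gave 1.02 in simulated counts, and 2.00 if each fragment was counted 2 times, which is not stated for these lists. The DAY3 and DAY9 ratios lie between these values, so the libraries of each stage agree within sampling noise under the latter count and differ by little more under the former. Each of these pairs was counted as 1 sample (n = 1), and DAY3 and DAY9 have no replicate error below.

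**Figure D1:**
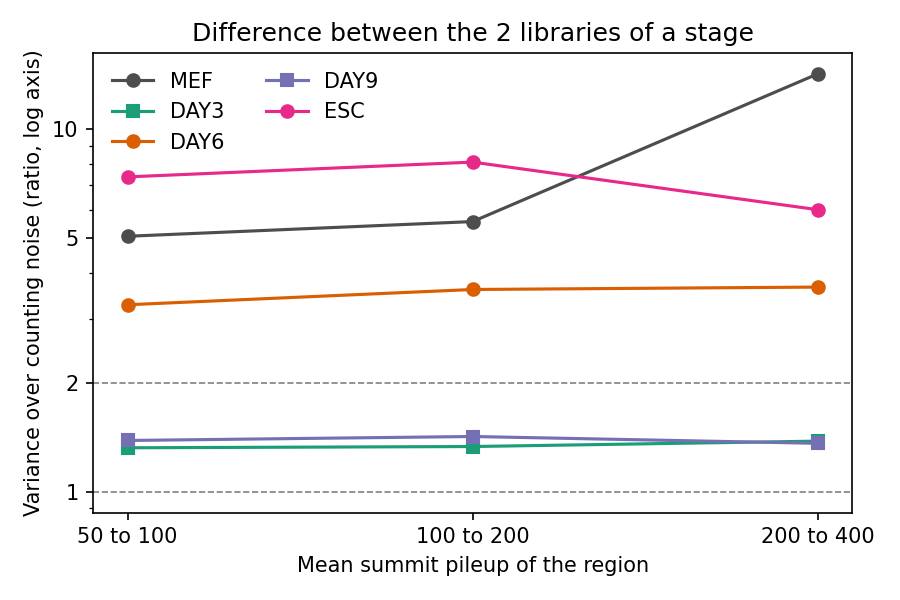
Ratio of the difference between the 2 libraries of a stage to counting noise (log axis) in 3 bins of mean summit pileup; each line is a stage, squares mark the stages counted as 1 sample, and dashed lines mark 1 and 2. The DAY3 and DAY9 pairs stay between 1.32 and 1.42, and the MEF, DAY6 and ESC pairs lie at 3.28 or above.

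The stages were then compared by the extent of open chromatin. Peak number was 69370 ± 7176 (SD, n = 2) in MEF, 45632 in DAY3, 62057 ± 4367 (SD, n = 2) in DAY6, 78048 in DAY9 and 87783 ± 1694 (SD, n = 2) in ESC. Between-stage differences held 95.1% of the total sum of squares, a share reached by 5 of 420 arrangements of the 8 samples (exact permutation test, p = 0.0119). With 10 separate libraries, as designed, the share was 96.5% (2 of 945 arrangements, exact permutation test, p = 0.00212). The alternative that moved the result most was the length covered by peaks, where the share was 84.2% and the exact permutation p-value 0.148. Peaks covered 38.4 ± 7.40 Mb (SD, n = 2) in MEF, 27.7 Mb in DAY3, 36.4 ± 4.06 Mb (SD, n = 2) in DAY6, 45.6 Mb in DAY9 and 50.7 ± 3.32 Mb (SD, n = 2) in ESC. Counting only peaks with a score at or above 133, the share was 86.7% (exact permutation test, p = 0.124). Peak number thus passed the threshold of 0.05, and covered length and the number of high-scoring peaks did not, although the means of DAY3 and ESC lay further apart in covered length than the SD of any stage.

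**Figure D2:**
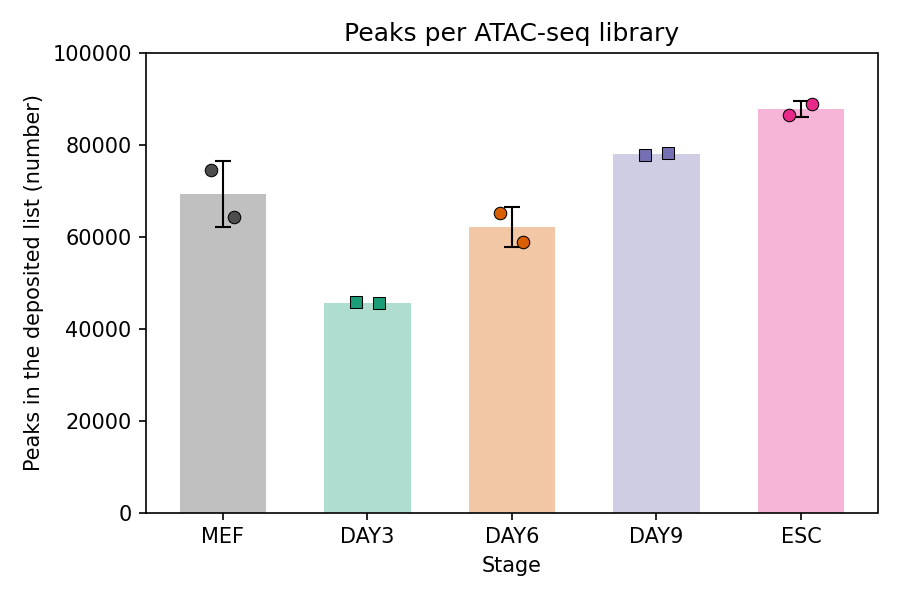
Number of peaks in each deposited list (points, 2 per stage) with the stage mean (bars) and SD (error bars, stages with n = 2); squares mark the libraries counted as 1 sample. DAY3 has the fewest peaks, 45497 and 45766, and ESC the most, 86585 and 88980.

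The share of peaks near a gene end was highest in DAY3, where peaks were fewest. It was 19.8 ± 0.73% (SD, n = 2) in MEF, 27.6% in DAY3, 22.9 ± 1.19% (SD, n = 2) in DAY6, 19.7% in DAY9 and 18.1 ± 0.50% (SD, n = 2) in ESC. When gene ends were moved by 10 kb, 5.79% to 6.75% of the peaks of a library lay near one. Between-stage differences held 97.1% of the sum of squares (5 of 420 arrangements, exact permutation test, p = 0.0119). With equal numbers of peaks the between-stage share was 96.0% (exact permutation test, p = 0.0333). This test has no direction, so it does not show whether DAY3 stays highest in lists of equal length.

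To ask whether libraries of one stage resembled each other more than those of different stages, the base pairs under peaks were compared between lists. Replicates of MEF, DAY6 and ESC had Jaccard indices of 0.476, 0.564 and 0.501, with a mean of 0.514 ± 0.045 (SD, n = 3 pairs). The 25 pairs of samples from different stages had a mean of 0.309 and ranged from 0.182 to 0.555. The difference of 0.205 was the largest of all 420 arrangements (one-sided exact permutation test, p = 0.00238, the smallest it can give). Similarity to ESC rose along the stages, with mean indices of 0.196 for MEF, 0.242 for DAY3, 0.311 for DAY6 and 0.348 for DAY9. Similarity to MEF fell from 0.297 for DAY3 to 0.256 for DAY6, 0.231 for DAY9 and 0.196 for ESC. The closest stages were DAY6 and DAY9, at 0.546, which lies within the range of the 3 replicate pairs.

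The opening of ESC regions was followed over the 58800 regions with a peak in both ESC libraries. Of these, 38.0 ± 4.68% (SD, n = 2) had a peak in MEF, 39.2% in DAY3, 53.6 ± 2.06% (SD, n = 2) in DAY6 and 63.7% in DAY9. The increase of 25.7 percentage points from MEF to DAY9 followed the order of the stages, and 8 of 180 assignments were ordered at least as strongly in either direction (two-sided exact Jonckheere-Terpstra permutation test, p = 0.0444). The DAY3 value lay within the spread of the MEF libraries. When every list was cut to 45497 peaks, 32208 regions had a peak in both ESC lists, the shares of these with a peak were 44.5 ± 2.23% (SD, n = 2), 53.7%, 62.3 ± 0.35% (SD, n = 2) and 65.8%, the step from MEF to DAY3 exceeded the MEF spread, and the exact permutation p-value was 0.0111. Keeping the 58800 regions of the full lists and cutting only the lists compared with them, the increase was 17.3 points (exact permutation test, p = 0.0111).

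Closing was followed over the 46089 regions with a peak in both MEF libraries. A peak was present in 48.4% of them in DAY3, 47.6 ± 1.38% (SD, n = 2) in DAY6, 48.2% in DAY9 and 45.6 ± 0.17% (SD, n = 2) in ESC. The change of -2.81 percentage points from DAY3 to ESC was not distinguishable from chance ordering (two-sided exact Jonckheere-Terpstra permutation test, p = 0.122). It was 1.67 points in the other direction without MEF replicate 2. With lists of equal length, which had 32150 MEF regions, the share fell from 58.7% in DAY3 to 51.5 ± 0.19% (SD, n = 2) in DAY6, 48.6% in DAY9 and 44.5 ± 0.34% (SD, n = 2) in ESC, a change of -14.2 points (exact permutation test, p = 0.0111). With the 46089 regions of the full lists kept, the change was -12.6 points (exact permutation test, p = 0.0111). Whether MEF regions went on closing after day 3 thus depended on how lists of different length were compared.

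**Figure D3:**
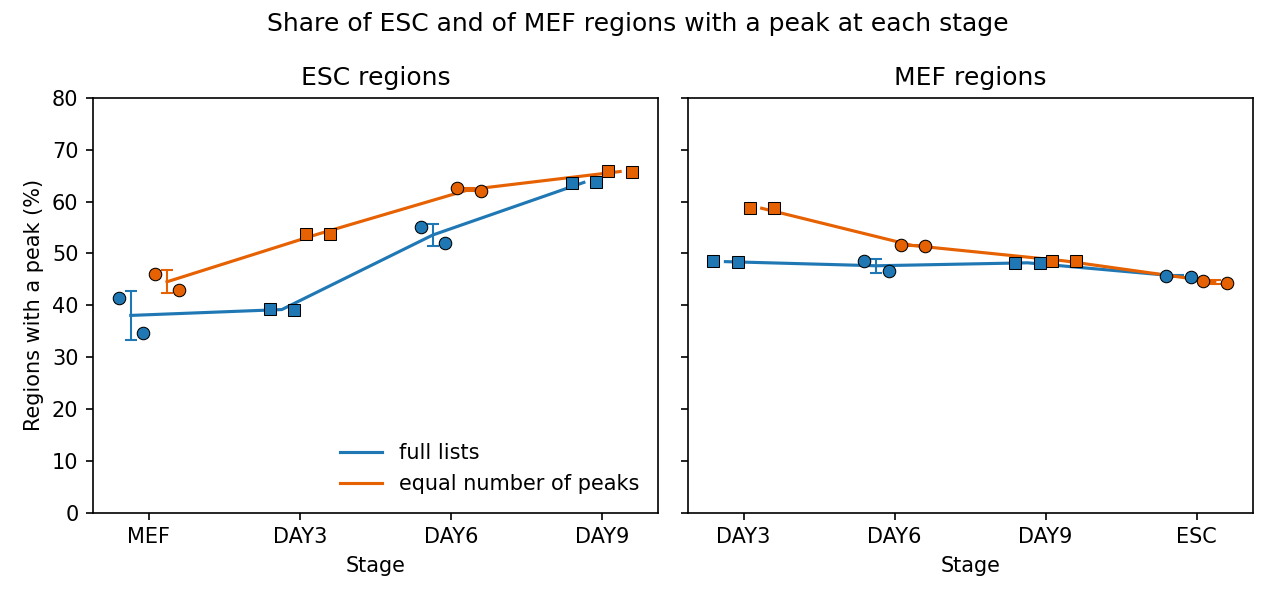
Percent of ESC regions (left) and of MEF regions (right) with a peak at each stage, for full lists (58800 and 46089 regions) and for lists of 45497 peaks, from which the regions were defined anew (32208 and 32150 regions); points are libraries, lines join stage means, error bars are SDs of stages with n = 2, and squares mark libraries counted as 1 sample. ESC regions rise from 38.0% to 63.7% in full lists, and MEF regions fall from 58.7% to 44.5% only in lists of equal length.

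Gained and lost regions were counted for each step. From MEF to DAY3, 11340 regions were gained and 21717 lost. From DAY3 to DAY6, 11039 were gained and 3128 lost, and from DAY6 to DAY9, 11254 were gained and 1997 lost. The last comparison, ESC against DAY9, had 19013 gained and 19289 lost regions. ESC against MEF had 33275 gained and 23262 lost regions. The real grouping gave between 13251 and 56537 gained and lost regions in all, and the other ways of splitting the same 4 libraries gave 1797 to 2766. Where DAY3 or DAY9 takes part, the other splits need peaks that 2 nearly alike lists do not share, which keeps their counts low. ESC against MEF, without such a pair, had 56537 in the real grouping and 1858 and 2433 in the other splits. Since the DAY3 and DAY9 pairs each count as 1 sample, requiring peaks in both of its lists adds no independent replicate there, and no p-value can be given for these counts. Leaving out 1 library raised the counts, in proportion most of all for regions lost from DAY6 to DAY9, which numbered 9272 without DAY6 replicate 2. The excess of gains over losses from DAY3 to DAY6 went with longer lists: with equal numbers of peaks, 5597 regions were gained and 5274 lost at that step. From MEF to DAY3, 13717 regions were then gained and 12003 lost, so the excess of losses at that step became an excess of gains. For ESC against DAY9, 10138 were then gained and 13584 lost, where the full lists had been nearly balanced. For ESC against MEF, 16658 were then gained and 16668 lost, and the excess of gains was gone. The cut left 32208 regions with peaks in both ESC lists and 32150 in both MEF lists. This balance therefore largely follows from the cut. Agreement within pairs still differed, with Jaccard indices of 0.637 in DAY3 and 0.740 in DAY9 for the cut lists. They were 0.508 in MEF, 0.592 in DAY6 and 0.518 in ESC. Pairs that agree more keep more regions in both lists, so the remaining excesses cannot be assigned to the stages.

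**Figure D4:**
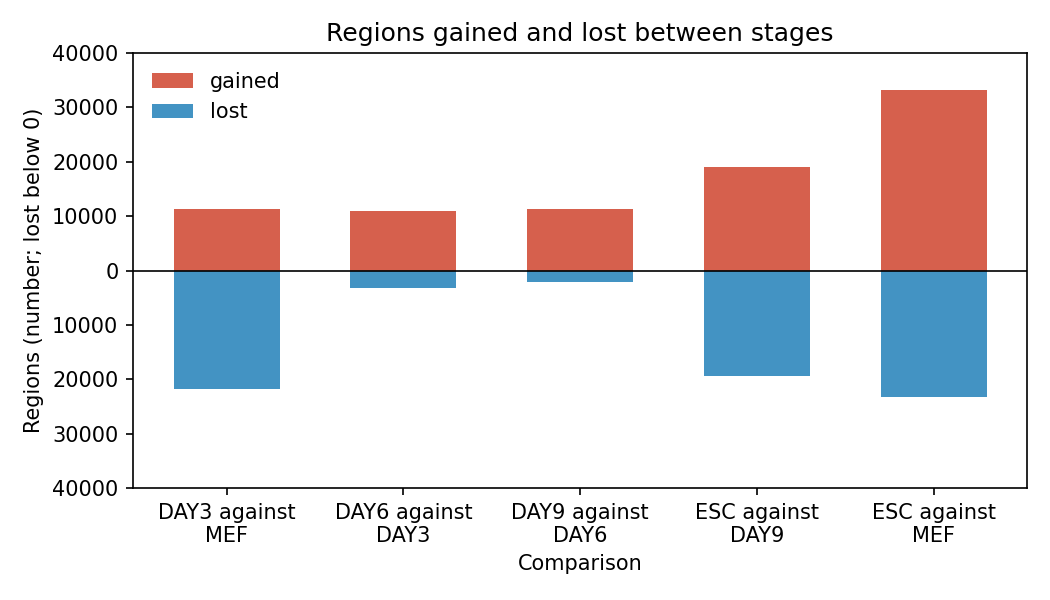
Number of regions gained (above 0) and lost (below 0) between stages; gained regions have a peak in both libraries of the later stage and in neither of the earlier, and lost regions the reverse. Losses are largest for ESC against MEF (23262) and for DAY3 against MEF (21717), and smallest for DAY9 against DAY6 (1997).

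Among the 33275 regions gained in ESC against MEF, 2890 (8.69%) first had peaks in both libraries at DAY3, 4885 (14.7%) at DAY6 and 5221 (15.7%) at DAY9, and 20279 (60.9%) had them in ESC alone by this measure. With equal numbers of peaks the shares were 14.1% at DAY3, 14.8% at DAY6, 10.3% at DAY9 and 60.8% in ESC alone. The increase from DAY3 to DAY9 was thus not kept. A peak in at least 1 library of the stage, in the full lists, was present in 13.9% of the gained regions at DAY3. This share was 35.4% at DAY6 and 47.7% at DAY9. Loss was timed by absence from both libraries, so the timing of gains and that of losses rest on different rules. Of the 23262 lost regions, 18465 (79.4%) had no peak in either DAY3 library. First absence fell at DAY6 for 9.37%, at DAY9 for 4.60% and at ESC for 6.65%. With equal numbers of peaks, 68.0% of 16668 lost regions had no DAY3 peak. Regions with peaks in both libraries of DAY3, DAY6 or DAY9 and in no MEF or ESC library numbered 20067. Peaks in both libraries at DAY9 occurred in 16096 of these, and 3520 had peaks in both libraries of all 3 intermediate stages.

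Regions near a gene end were rare among those that changed. They made up 6.43% of gained, 3.63% of lost and 4.47% of transient regions, against 10.1% of the atlas and 54.8% of the 19217 regions with a peak in all MEF and ESC libraries. Median width was 692, 600 and 582 bp in the changed sets and 1094 bp in the shared set. A wider region can more easily reach a gene end, so width may contribute to the contrast with the shared set. Atlas regions had a smaller median width, 509 bp, and still a larger gene-end share than the changed sets. However, 10533 of the 21044 atlas regions near a gene end belonged to the wider shared set. The median widths therefore do not decide whether width contributes to the contrast with the atlas.

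The gained regions with the highest scores in ESC lay on chromosome 5, from 16968485 to 16969512, and on chromosome 10, from 49416900 to 49417861. No build is named for these coordinates, which match GRCm38. The chromosome 5 region was in no protein-coding gene, and Gm28710 was the nearest, 86.0 kb away. The authors' fold there was 4.60 and 5.26 in DAY3, 18.5 and 21.1 in DAY6, 20.1 and 21.1 in DAY9, and 21.7 and 17.1 in ESC, with no MEF peak. The chromosome 10 region was inside Grik2 and had a peak in every DAY3, DAY6, DAY9 and ESC library. Lost regions with the highest scores in MEF lay on chromosome 7, from 70266920 to 70267550, with Nr2f2 nearest at 84.4 kb, and on chromosome 1, from 40444648 to 40445342, inside Il1rl1. Peaks at the chromosome 7 region were still listed in DAY3 (fold 9.36 and 11.8) and DAY6 (3.37 and 5.71) and not in DAY9. The Il1rl1 region had peaks in MEF alone, with a fold of 18.9 and 14.3. Transient regions with the highest scores were inside Sybu (chromosome 15, 44700995 to 44702189) and Vps13d (chromosome 4, 145066292 to 145067382), with peaks in all 6 DAY3, DAY6 and DAY9 libraries. Whether these positions are exonic or intronic was not analysed here.

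Peaks at gene ends were also counted for lists of marker genes. Of the 15 pluripotency genes, 6 had peaks in both MEF libraries, 7 in both DAY3, 11 in both DAY6, 13 in both DAY9 and 14 in both ESC libraries. Sall4 and Tdgf1 had peaks from DAY6 on, Fbxo15 from DAY3 on and Nanog at DAY9 and in ESC. Lin28a and Prdm14 had peaks in no MEF library and in both ESC libraries, and Dppa5a had none in DAY3. A peak of Pou5f1 in both MEF libraries lay entirely inside the gene, whose sequence the cassette also carries. Among the 5 epithelial genes, Cdh1 had peaks from DAY6 on, Esrp1 and Krt8 from DAY3 on, and Cldn6 at DAY9 alone. Of the 10 mesenchymal genes, 8 had peaks in both MEF libraries and 8 in both ESC libraries, where feeder cells were not excluded as a source. Postn had peaks in MEF alone, and Prrx1 had peaks in both libraries of DAY9 and ESC and in neither DAY6 library. Actb, on the unchanging list, met the same rule, with no peak at DAY9. Within 2.5 kb of a gene end, Actb, Prrx1, Cldn6, Krt8 and Lin28a no longer met the rule, and Actb had peaks in all 10 libraries, so these 5 calls depended on the window. The stages of 3 other genes also moved. Nanog then had a peak in 1 DAY6 library, Prdm14 in 1 DAY6 and both DAY9 libraries, and Tdgf1 in 1 MEF library. Sall4, Fbxo15, Dppa5a, Cdh1, Esrp1 and Postn kept theirs.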

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

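The alternatives were fixed before the data were examined, except those for the gene-end share, the equal-number lists set against the regions of the full lists, and the counting of the DAY3 and DAY9 libraries as 1 sample each. The planned promoter share (no strand in the gene table) and motif share (no genome sequence used here) were not run. Outside the fits that left out a library, 69 values kept their direction and their side of the threshold or their size, 34 moved, 2 became weaker and 3 stronger. Gene-end share (96.0% to 98.1% between stages), replicate similarity (0.205 to 0.245) and ESC regions open (17.3 to 25.8 points) held under each of these alternatives. For the gene-end share this covers a difference between stages and not the rank of DAY3.

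Peak number was past the threshold, but covered base pairs (84.2%) and peaks with a score at or above the pooled median (86.7%) were not. The cause was not tested.

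With equal numbers of peaks, which removes differences in list length, the change in MEF regions open was -14.2 points, or -12.6 points over the regions of the full lists. DAY3 against MEF then had 13717 gained and 12003 lost regions, an excess of gains where the full lists had an excess of losses, DAY6 against DAY3 5597 gained and 5274 lost, DAY9 against DAY6 4532 gained and 3049 lost, ESC against DAY9 10138 gained and 13584 lost, and ESC against MEF 16658 gained, beside 16668 lost. The balance for ESC against MEF largely follows from the cut, and agreement within pairs of lists still differed between stages. The share of lost regions without a DAY3 peak was 68.0%, and the gained regions no longer opened in rising shares from DAY3 (14.1%) to DAY9 (10.3%).

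The top 50% of each list holds fewer peaks, and each count fell. Gained and lost were 5667 and 11043 for DAY3 against MEF, 5800 and 1473 for DAY6 against DAY3, 6150 and 1018 for DAY9 against DAY6, 10626 and 10926 for ESC against DAY9, and 16889 and 11534 for ESC against MEF. Transient regions were 11574, gained regions open before ESC 35.3%, and lost regions without a DAY3 peak 84.1%. Requiring 50% coverage, these last values were 33.1% and 83.2%. With 500 bp windows lost regions without a DAY3 peak were 79.3%, beside 79.4% as reported.

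The replicate numbers do not pair the samples: deviations of same-numbered libraries correlated between -0.0095 and 0.022 over the 10 pairs of stages. With the replicate block, which counts all libraries separately, the between-stage share of peak number was 96.5% (exact permutation test, p = 0.00833) and the change in MEF regions was -2.81 points (exact permutation test, p = 0.0417). It changed no other call. Each count then needs 1 library against 1, and so rose. Gained and lost were 19053 and 42605 for DAY3 against MEF, 25869 and 9878.5 for DAY6 against DAY3, 26563 and 10566.5 for DAY9 against DAY6, 41938 and 32489 for ESC against DAY9, and 60496.5 and 42612.5 for ESC against MEF.

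Leaving out each library in turn, the change in ESC regions ranged from 20.9 to 29.0 points and that in MEF regions from -2.93 to 1.67 points, the latter without MEF replicate 2 and the sole reversal. Leaving a stage with 1 library loosens the definition, so counts rose: lost DAY3 against MEF from 23749 to 43068, gained DAY6 against DAY3 from 13952 to 23821, lost from 4486 to 6938, gained DAY9 against DAY6 from 16234 to 19232, lost from 3199 to 9272, gained ESC against DAY9 from 21289 to 39985, gained ESC against MEF from 34484 to 57418, and lost from 25012 to 41888. Gained regions open before ESC ranged from 28.3% to 44.7%, and lost regions without a DAY3 peak from 76.7% to 84.4%.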

Other observations

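Tests on the likeness of the DAY3 and DAY9 libraries, the low DAY3 peak number and replicate noise were chosen after the values had been seen. So were those on transient regions of a single stage, depth at the Y-linked genes and a mislabelled library. The genes of the cassette were examined after the peaks of Pou5f1 in MEF had been seen. Xist and the Y-linked genes examined further were chosen after the Y-linked values had been seen. The other tests were set before. Each explanation below is a hypothesis.

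The DAY3 libraries were nearly alike, and so were the DAY9 libraries. Variation of the size seen between the replicates of other stages is argued against, since at pileups of 100 to 200 the lowest noise ratio among MEF, DAY6 and ESC was 3.61, against 1.33 in DAY3 and 1.42 in DAY9. Greater depth is argued against too: at one height of the peaks the MEF pair still had a ratio of 5.56, and MEF replicate 2 had the highest background pileup of all libraries. A single library that was split or sequenced in 2 parts would keep the ratio between 1 and 2 at each height, and the highest ratio was 1.42. For ratios above the simulated 1.02 this needs fragments counted more than once, which is not stated. The lists are therefore consistent with 1 library, or 1 pool of cells, behind each pair, and for these stages the replicate error may be missing from the data. Transposition reactions run separately on the same cells with very little variation remain open.

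Replicate lists of MEF, DAY6 and ESC had Jaccard indices of 0.476 to 0.564. The DAY3 and DAY9 pairs, which differed by little more than counting noise, had indices of 0.637 and 0.696, so noise in calling peaks may account for much of the difference between lists. The heights of shared peaks at pileups of 100 to 200 differed by more than counting noise, with a median noise ratio of 5.56 over the MEF, DAY6 and ESC pairs. That test covers strong peaks in both lists and does not reach the weaker ones on which the overlap rests, so noise, depth and differences between preparations or cells cannot be told apart for the overlap.

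DAY3 had the fewest peaks. Lower depth is argued against: DAY6 replicate 2 had the lowest background pileup, 2.33, and 58969 peaks, and MEF replicate 1, DAY6 replicate 1 and ESC replicate 1 also had lower background than DAY3 and more peaks. A weaker signal over the background cannot be told apart from a stage effect: MEF replicate 2 had a lower median fold among its strongest peaks (8.19 against 9.27 and 9.25 in DAY3) and still more peaks, but at greater depth. Removal of called peaks by the authors is argued against as the whole cause: the numbers in the DAY3 peak names reached just 75862 and 75470, against at least 100769 in the other libraries, and DAY6 replicate 2 kept a smaller share of its numbers (58.2%) than DAY3 (60.3%). The stage itself and a mixed, unsorted culture at day 3 stay open as untested.

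Transient regions could be weak peaks near the calling threshold. Peaks in the top 25% of both lists of a stage were present in 10.2% of them (2038 of 20067), against 26.6% of the 73730 regions with peaks in both libraries of DAY3, DAY6 or DAY9. Transient regions thus ranked lower than the regions they were drawn from, and 2038 of them ranked high. The highest percentile that a transient region reached in any DAY3, DAY6 or DAY9 list had a median of 52.6. That value describes the best list of each region and not its rank in the other lists. No expected share for threshold peaks was derived, so weak peaks and regions open for a time cannot be told apart for the set as a whole.

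Transient regions of a single stage were most numerous in DAY9: 4630 had peaks in both libraries of DAY9 alone, and 1044 and 423 in those of DAY3 and DAY6 alone. Longer lists may account for this, since with 1 list per stage and equal numbers of peaks DAY9 had 5524 and 5827 such regions and DAY3 had 7493 and 7703. DAY6 had 4041 and 4187 in the same comparison. These counts do not test sorting for SSEA1, since a region opened by sorting would have peaks in both DAY6 and DAY9 and so belong to neither count, and sorting cannot be told apart from stage here.

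Pou5f1, the gene of Oct4, had peaks in MEF, before the factors were induced. Reads from the copy in the cassette would align inside the gene and not beside it. In MEF, 100% of the base pairs under peaks within 1 kb of Pou5f1 lay inside it, and in the ESC line, which lacks the cassette, 72.4% did. A candidate explanation is that the MEF signal comes from the cassette. For Sox2 the share inside was 71.1% in MEF, since a second peak straddled the gene end in MEF as in ESC, so cassette reads and an open promoter cannot be told apart there from this share. A peak entirely inside Sox2 was present in 8 of 8 libraries with the cassette and in 0 of 2 ESC libraries, a contrast noticed after the test. The other genes gave less contrast: peaks entirely inside Pou5f1, Klf4 and Myc were present in 8 of 8 libraries with the cassette and in 2 of 2 ESC libraries. The highest fold inside was 3.82 to 6.30 with the cassette and 3.75 to 3.77 in ESC for Pou5f1. It was 2.66 to 3.98 and 2.15 to 2.48 for Klf4, and 2.63 to 4.56 and 3.74 to 4.57 for Myc. The ranges thus overlapped for Myc and not for Pou5f1 and Klf4. Depth differed between these libraries, so the folds alone do not decide. The cassette may contribute to the peaks inside Pou5f1 and Sox2 before ESC, and possibly to those inside Klf4. No such contrast was seen for Myc.

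Peaks at the Y-linked genes Ddx3y, Eif2s3y and Uty were listed in 7 libraries and missing from DAY6 replicate 1 and both ESC libraries. These are 3 of 6 Y-linked genes looked at, chosen for having peaks: Kdm5d had peaks in 2 libraries, and Usp9y and Zfy1 in none. Lower depth is argued against, as DAY6 replicate 2 had the lowest background pileup, 2.33, and all 3 peaks. Weak peaks near the threshold are argued against for DAY6 replicate 1. Of the 6738 autosomal regions that ranked in DAY6 replicate 2 as high as these 3 genes, 99.1% also had a peak in replicate 1. That comparison does not cover the ESC libraries, for which weak peaks stay open. The Y-linked peaks, with those of Kdm5d, had a median percentile of 60.6 in their lists. The lowest was 5.03, for Kdm5d in DAY6 replicate 2. A mislabelled ESC library is argued against, because the DAY6 lists had a Jaccard index of at most 0.317 with ESC lists, and 0.564 with each other. Below 5 Mb of the Y chromosome DAY6 replicate 1 had 3 peaks and DAY6 replicate 2 had 21, while the ESC lists had 20 and 31 there, so the ESC libraries are not simply without Y signal. Cells from a female embryo may explain DAY6 replicate 1, which had a peak at Xist at percentile 78.1 where replicate 2 had none. That test does not decide, since both DAY9 lists and DAY3 replicate 2 had Xist peaks beside Y-linked ones, and mixtures of cells from several embryos cannot be told apart from these lists. If the DAY6 replicates came from different embryos, some differences between them might follow the embryo; the sex of the embryos was not analysed here.

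MEF replicate 2 had 1.68% of its peaks on the X chromosome and MEF replicate 1 had 2.28%. A shorter list is argued against, since with equal numbers of peaks the shares were 1.62% and 2.25%. Embryos of different sex cannot be told apart from other causes. Peaks on X shared by both libraries were 0.19 log2 units higher in replicate 1 relative to autosomes (95% bootstrap interval 0.13 to 0.23). This lies below the 1 unit that a second active X would give. An inactive X would give none, however, and both MEF lists had peaks at Y-linked genes. The same measure was 0.087 in DAY6 (interval 0.044 to 0.126), -0.092 in ESC (-0.115 to -0.057) and 0 in DAY3 and DAY9. An interval away from 0 thus also occurred between libraries of the ESC line. The cause in MEF may lie in the greater background of MEF replicate 2, which was not tested separately.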
